A study of Mus musculus with 6 samples. Its data were reported in "The critical role of DNA damage‐inducible transcript 4 (DDIT4) in stemness character of leukemia cells and leukemia initiation" (2025).

How the data were processed

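RNA sequencing had been performed by the authors on leukemia cells from the bone marrow of mice. The cells carried AML1-ETO9a (AE9a), a shortened form of the AML1-ETO fusion protein that gives acute myeloid leukemia in mice when a retrovirus brings it into blood stem and progenitor cells. Such cells came from donors with an intact Ddit4 gene (AE9a-Ddit4+/+, 3 libraries) or from Ddit4 knockout donors (AE9a-Ddit4-/-, 3 libraries). Ddit4 encodes a stress-induced inhibitor of mTOR signaling. Groups and replicate numbers were taken from the sample titles. Whether the libraries of a group stem from separate leukemias is not stated, so n counts libraries. All p values rest on the spread between libraries, which may be smaller than that between separate leukemias. The study's methods state sequencing on an Illumina NovaSeq instrument with paired reads of 150 bp. They name a directional kit for rRNA-depleted RNA, whereas the sample labels name an mRNA kit, so the way transcripts were selected stayed unresolved. Which part of the Ddit4 gene the knockout allele lacks was not known here.

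The authors deposited 1 table of estimated counts per gene, with a column for each of the 6 libraries. Neither the labels nor the methods name the aligner, the counting tool, the genome build, the annotation or the use of strand. The deposited values were whole numbers already, so no rounding was needed, and no column had been scaled to a common total. Low values piled up at multiples of 4. In each library 4, 8 and 12 were 1.40 to 1.62 times as frequent as 2, 6 and 10, which leaves open that some fragments were counted about 4 times, while the values between these multiples show that this does not hold for all. Library totals ran from 62141558 to 72717681 counts, and the number of fragments behind a value is not known. The edgeR model estimates the spread from the replicates and takes part of such repeated counting into account, and an alternative with counts divided by 4 and rounded was run as well. Limits of detection were set at 12 counts (3 fragments if each gave 4 counts), which is 0.163 to 0.198 CPM (counts scaled to a library total of 1e+06). These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

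The table held 55421 Ensembl mouse genes, of which 26626 had 0 counts in all 6 libraries. Of its identifiers, 55240 (99.7%) were present in GENCODE release M21 on GRCm38, from which positions, strands, gene types, exon lengths and GC content were taken. The other 181 identifiers had no position, and coordinates are given on GRCm38 without knowing whether the authors used that build. A spreadsheet had turned 27 gene symbols into dates, and these were restored from the identifiers. Each column with values per sample was used.

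Differential expression was tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with robust estimation). Low genes were removed with filterByExpr, which left 18375 genes, and libraries were scaled by TMM factors (0.921 to 1.05). Genotype was the only term. P values were adjusted with the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p below 0.05 are called past the threshold. Standard errors (SE) were computed as the absolute log2 fold change divided by the square root of the F statistic. Fold changes are knockout over wild type throughout. Where all 3 libraries of a group lay at or under 12 counts, the fitted fold change depends on the prior count, and a lower bound against the limit of detection is given instead. CPM were computed from the TMM-scaled totals and are given as mean ± SD over 3 libraries. Measures of whole libraries were compared by an exact two-sided permutation test, which with 3 against 3 libraries cannot give a p below 0.1.

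Gene lists were written from general knowledge before the data were examined, as were the main test, the groups and all alternatives except 4. There were 8 lists for questions raised by the study (Hoxa cluster, other Hox clusters, non-Hox self-renewal factors, S phase, G2/M phase, hypoxia response, mTORC1-dependent ATF4 and sterol genes, autophagy) and 10 lists of cell lineage markers (neutrophil, monocyte and macrophage, erythroid, megakaryocyte and platelet, mast cell and basophil, eosinophil, B cell, T and NK cell, dendritic cell, stroma and endothelium). Y-linked genes and Xist served to read the sex of the cells. Lists were tested with camera in limma 3.58.1 (preset correlation between genes of 0.01), with adjustment over the 18 lists, and again with fry and with a correlation estimated per list. The genes named in the text are Ddit4, the Hox genes tested, members of the lists and genes chosen by a fixed rule. Per direction the rule took the 5 genes with the largest change among those past the threshold with at least 10 counts in every library and no overlap of the groups. It also took the 5 with the highest mean CPM among those past the threshold with at most 3 counts in each library of the other group. Runx1t1, Runx1, Hoxaas3, Hotairm1 and the names given for genes beside the Hoxa cluster and Runx1t1 were chosen after their values were seen.

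For chromosomes, the median log2 fold change of genes with an average log2 CPM above 4 was compared with the median of all such genes, and with 10000 random gene sets of the same size and expression. Windows of 20 Mb with at least 10 such genes were used along a chromosome.

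Alternatives were DESeq2 size factors, library totals alone, TMM factors from genes with at least 100 counts in every library, no low-count filter, at least 10 counts in every library, the replicate number as a block, DESeq2 1.42.0, limma-voom, an adjusted p below 0.01, summing rows that share a symbol, and leaving out each library. The 4 alternatives chosen after seeing the data were counts divided by 4, leaving out the 37 mitochondrial genes and their 7 copies on chromosome 1, a correction for GC content and gene length, and protein-coding genes only. Of the genes tested, 18354 (99.9%) had a GC content and a length.

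The fits with edgeR, DESeq2 and limma-voom, camera, the chromosome shift and the GC correction were tested on simulated data before use, with counts drawn at a dispersion of 0.16 for the real genes and 200 genes changed by 2 on the log2 scale. Of these, edgeR recovered 124 with 1 call in error and 0 wrong signs among 18648 genes tested, DESeq2 recovered 147 and limma-voom 116. A raised gene list was found by camera and 0 of 17 random lists were called. A shift of 0.585 put into a chromosome was read as 0.517 among 18729 genes. A simulated GC trend gave 22 calls without the correction and 0 with it among 18671 genes.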

Results

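To examine what loss of Ddit4 changes in the transcriptome of AE9a leukemia, RNA-seq libraries from leukemia cells of the bone marrow were compared by genotype, with 3 libraries from knockout (AE9a-Ddit4-/-) and 3 from wild-type (AE9a-Ddit4+/+) cells. The AE9a-Ddit4+/+ libraries 1, 2 and 3 held 64477370, 64597820 and 62245767 counts, and the AE9a-Ddit4-/- libraries held 62141558, 66001329 and 72717681. Totals did not differ between the groups (exact permutation test, two-sided, n = 3 each, p = 0.5). More genes were detected in AE9a-Ddit4-/- libraries (22877 to 23771) than in AE9a-Ddit4+/+ libraries (21097 to 21892). Mitochondrial genes took 13.3% ± 2.75 of the counts in AE9a-Ddit4-/- and 6.17% ± 1.52 in AE9a-Ddit4+/+ libraries, and the 10 most abundant genes took 13.9% ± 2.69 and 8.01% ± 1.21 (SD, n = 3 each). For each of these 3 measures the groups did not overlap, which gives an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow.

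The targeted gene was examined first. Ddit4 (ENSMUSG00000020108) is a protein-coding gene on the minus strand of chromosome 10, at 59949669 to 59951834. Its level was 228, 161 and 342 CPM in the AE9a-Ddit4+/+ libraries and 84.9, 77.7 and 85.9 CPM in the AE9a-Ddit4-/- libraries. The means were 244 ± 91.1 and 82.8 ± 4.49 CPM (SD, n = 3 each). The log2 fold change was -1.56 (SE 0.28, edgeR adjusted p 0.00635), and all 3 knockout libraries lay below all 3 wild-type libraries. Ddit4 reads were thus reduced but remained far above the limit of detection in the knockout libraries. The table counts whole genes, so that reads inside and outside the deleted part of the allele could not be separated. Among the alternatives, leaving out AE9a-Ddit4+/+ library 3 moved this value most, to -1.24, and adjusted p values ranged from 1.69e-05 to 0.0275 over the alternatives.

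Libraries were more alike within than between the genotypes. Pearson correlations of log2 CPM across genes were 0.951 to 0.965 within groups and 0.791 to 0.846 between groups. In a principal component analysis the first component held 75.98% of the variance and separated the genotypes, and the second held 8.33%. The spread between replicates was wide. The biological coefficient of variation was 0.433 over all libraries, 0.458 in AE9a-Ddit4+/+ and 0.411 in AE9a-Ddit4-/- libraries.

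Of 18375 genes tested, 5535 passed the threshold of an adjusted p below 0.05 in edgeR's quasi-likelihood test. Of these, 3560 were higher and 1975 lower in AE9a-Ddit4-/- cells, and 3309 and 1356 of them changed at least 2-fold. At an unadjusted p below 0.05 there were 7788 genes. The groups did not overlap in 9206 genes (50.1%), against 10% that chance gives for 3 against 3 libraries. The median log2 fold change was 0.04 over all genes tested and -0.17 over genes with an average log2 CPM above 4. An adjusted p below 0.01 moved the number of genes most, to 2676, and DESeq2's Wald test gave the highest number, 7097. The number of lower genes fell to 1168 without AE9a-Ddit4+/+ library 1, to 1089 without AE9a-Ddit4+/+ library 3 and to 1157 without AE9a-Ddit4-/- library 1. Higher genes made up 64.3% of the genes past the threshold, and 59.3% to 73.4% over the alternatives.

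**Figure D1:**
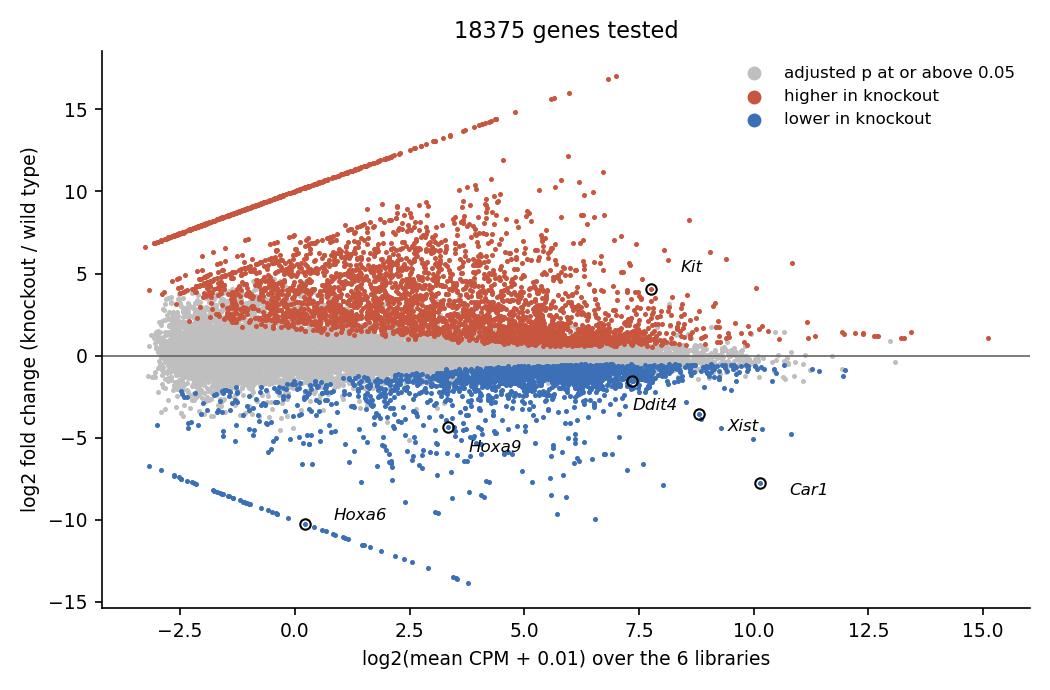
Log2 fold change (knockout over wild type) of the 18375 genes tested against the log2 mean CPM of the 6 libraries (0.01 added), with genes past the threshold in red (3560 higher) and blue (1975 lower). The straight outer bands are genes with 0 counts in a whole group, whose fitted fold change depends on the prior count, and Ddit4 lies at -1.56.

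Among genes with at least 10 counts in every library, the largest increases in AE9a-Ddit4-/- cells were those of Pear1 (log2 fold change 8.59), Krt18 (8.55), Clec1b (8.54), Ctla2b (8.47) and Clstn3 (8.45). Pear1 (ENSMUSG00000028073, chromosome 3, 87747890 to 87824306, minus strand) rose from 0.549 ± 0.354 to 213 ± 59.2 CPM (SD, n = 3 each, SE 0.55, edgeR adjusted p 0.000209). The largest decreases were those of Myo1d (-8.48), Ces2g (-7.88), Car1 (-7.74), Epdr1 (-7.68) and Sowaha (-7.45). Myo1d (ENSMUSG00000035441, chromosome 11, 80482126 to 80780025, minus strand) went from 95.6 ± 46.6 to 0.263 ± 0.0910 CPM (SE 0.53, edgeR adjusted p 0.000195). Car1, the most abundant of these 10 genes in wild type, went from 2252 ± 639 to 10.6 ± 7.19 CPM. Krt18 lies on chromosome 15, which was shifted upward as a whole in the knockout libraries.

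Other genes were read in only 1 of the genotypes. Fbp2 (ENSMUSG00000021456, chromosome 13, 62836877 to 62858422, minus strand) had 0 counts in the 3 AE9a-Ddit4+/+ libraries and 226 ± 112 CPM in AE9a-Ddit4-/- libraries, which is at least 1226-fold higher (edgeR adjusted p 0.000495). Trap1a, Pof1b and Strc also had 0 counts in wild type and reached means of 126, 99.9 and 95.2 CPM, at least 685, 543 and 517-fold higher. In the other direction, Scn10a (ENSMUSG00000034533, chromosome 9, 119608456 to 119719322, minus strand) had 27.5 ± 12.04 CPM in wild type and 0 counts in knockout, which is at least 149-fold lower (edgeR adjusted p 0.000560). Slc25a21, Gm10095, Radx and Olfm3 went from means of 23.3, 22.7, 21.7 and 14.8 CPM to 0 counts, at least 126, 123, 118 and 80.4-fold lower. Gm10095 is annotated as a processed pseudogene, so its reads cannot be assigned with certainty. Trap1a, Pof1b and Radx lie on the X chromosome. The genes named here and those with the largest changes above kept their direction and stayed past the threshold under each alternative in which they could be tested.

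The Hoxa genes, which encode transcription factors tied to self-renewal of blood stem cells, lie in a cluster on chromosome 6. Of the 11 Hoxa genes, 9 had enough counts to be tested. All 9 were lower in AE9a-Ddit4-/- cells and passed the threshold, over all genes tested and when adjusted over the list alone. The study chose this list on these libraries, so the list-wise count is not independent evidence. Hoxa7 (ENSMUSG00000038236, 52214491 to 52221854) went from 30.0 ± 10.1 to 0.742 ± 0.597 CPM, with a log2 fold change of -5.33 (SE 0.89, edgeR adjusted p 0.00474). Hoxa9 (ENSMUSG00000038227, 52223100 to 52231089) went from 19.3 ± 1.49 to 0.965 ± 0.474 CPM, a log2 fold change of -4.31 (SE 0.45, edgeR adjusted p 0.000864). Hoxa10 (ENSMUSG00000000938, 52231197 to 52240854) went from 12.9 ± 0.564 to 0.130 ± 0.122 CPM, a log2 fold change of -6.64 (SE 0.99, edgeR adjusted p 0.00313). All 3 genes lie on the minus strand.

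Hoxa2 to Hoxa6 were at or under 12 counts in every knockout library, and their changes are lower bounds. Hoxa5 (ENSMUSG00000038253, 52201754 to 52204587), at 8.44 ± 1.44 CPM in wild type, was at least 45.8-fold lower (edgeR adjusted p 0.000300). Hoxa6 (ENSMUSG00000043219, 52206288 to 52208722) had 2.31 ± 0.188 CPM in wild type and 0 counts in all 3 knockout libraries, at least 12.5-fold lower (edgeR adjusted p 0.00123). Hoxa4, Hoxa3 and Hoxa2 were at least 24.2, 11.1 and 3.50-fold lower, with edgeR adjusted p values of 0.00295, 0.00753 and 0.0103. The Hoxa genes that were not tested had at most 8 counts in a library, and a change in them was not detectable at this depth. With at least 10 counts required in every library, only Hoxa9 could be tested, and it stayed lower. Hoxa2, the weakest, lost the threshold at an adjusted p below 0.01.

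**Figure D2:**
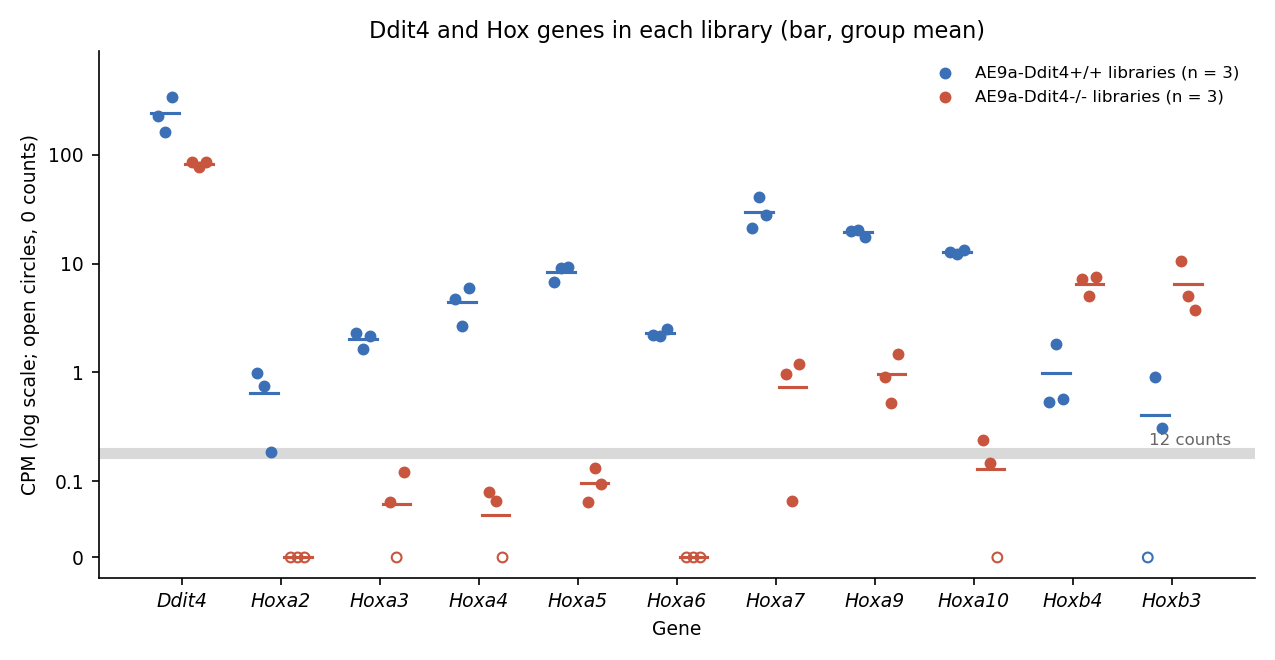
CPM on a log scale of Ddit4 and Hox genes in each of the 6 libraries, with bars at the group means, open circles for 0 counts and a grey band at the 12-count limit of detection. The Hoxa genes shown were lower in knockout, with Hoxa2 to Hoxa6 at or under the limit there, while Ddit4 remained at 77.7 to 85.9 CPM.

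Genes around the cluster did not follow it. The 6 genes within 1 Mb outside the cluster with an average log2 CPM above 4 had a median log2 fold change of 0.30, from -0.51 (Hnrnpa2b1) to 1.35 (Snx10). Of these, 0 were lower past the threshold, with 1 (Hnrnpa2b1) at an unadjusted p below 0.05, and Snx10 was higher (adjusted p 0.00356). Inside the cluster, the antisense gene Hoxaas3 (52175217 to 52215076, plus strand) was lower, with a log2 fold change of -2.72 (SE 0.63, edgeR adjusted p 0.0153). Hotairm1 (52156902 to 52162119, plus strand) had a change of -3.29 that missed the threshold (SE 1.11, adjusted p 0.0600). These genes overlap Hoxa genes on the other strand, and use of strand in the counting is not stated, so reads of the overlapping genes could not be told apart.

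**Figure D3:**
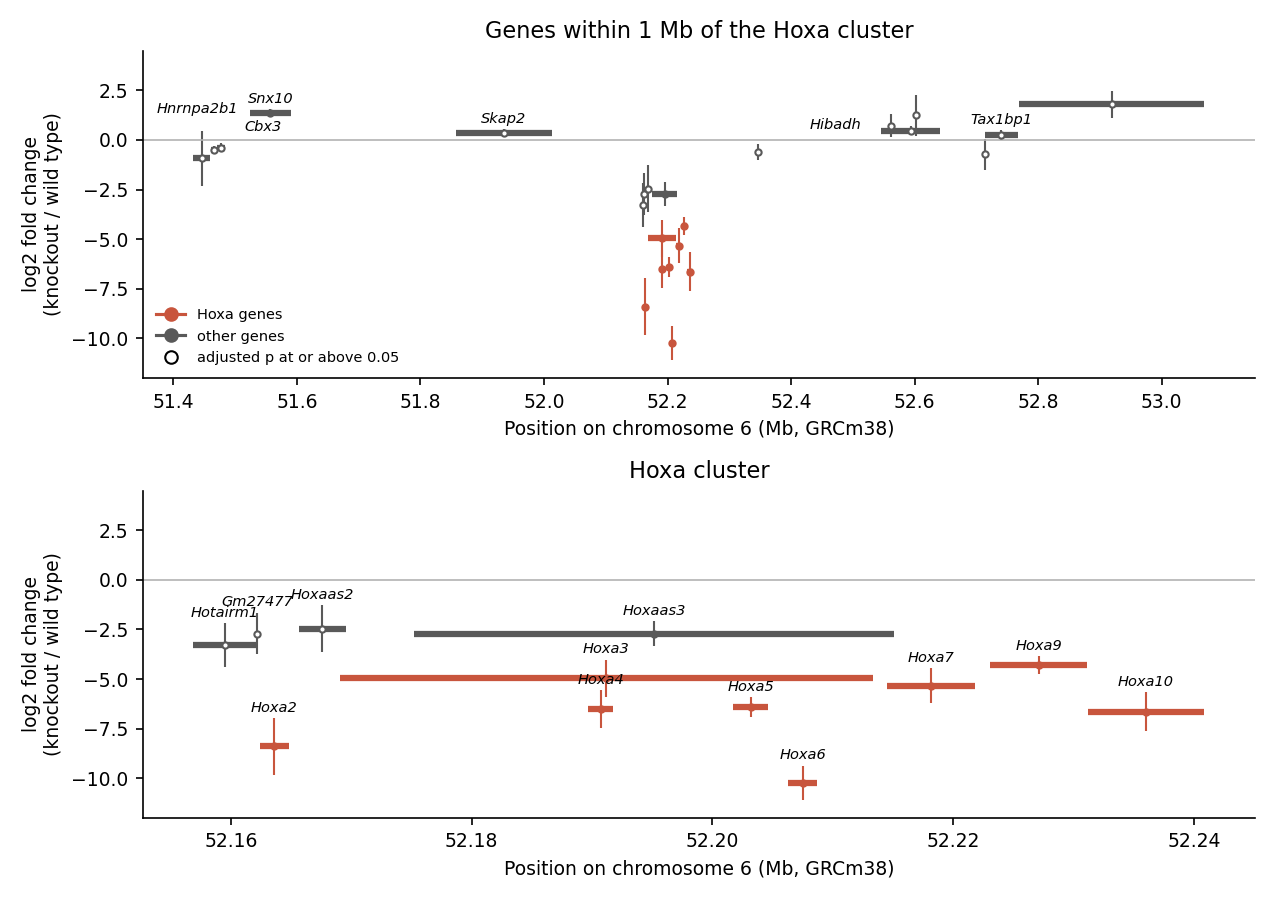
Log2 fold change against position on chromosome 6 (Mb, GRCm38), for genes within 1 Mb of the Hoxa cluster (upper panel) and inside it (lower panel), with horizontal bars for gene extent, vertical bars for 1 SE and open circles for genes not past the threshold. The Hoxa genes shown lie between -10.24 and -4.31, with values below the limit of detection fitted and not measured, and the labelled flanking genes lie between -0.51 and 1.35.

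Of the 28 Hoxb, Hoxc and Hoxd genes, 2 could be tested and 0 were lower (0 at an unadjusted p below 0.05). Hoxb4 (ENSMUSG00000038692, chromosome 11, 96318267 to 96321638) rose from 0.984 ± 0.743 to 6.56 ± 1.36 CPM, with a log2 fold change of 2.73 (SE 0.59, edgeR adjusted p 0.0126). Hoxb3 (ENSMUSG00000048763, 96323326 to 96347930) rose from 0.408 ± 0.465 to 6.42 ± 3.65 CPM, with a log2 fold change of 3.97 (SE 1.23, edgeR adjusted p 0.0456). Adjusted over the list alone, both were higher. Hoxb3 was the less stable of the pair. It lost the threshold without AE9a-Ddit4+/+ library 3 (adjusted p 0.130) and without AE9a-Ddit4-/- library 1, 2 or 3 (0.135, 0.0782 and 0.0730). Its adjusted p ranged from 0.00108 to 0.135 over the alternatives, and with library totals alone as the scaling it was 0.0506.

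Gene lists for processes the study connects with Ddit4 were tested with camera, with Benjamini-Hochberg adjustment over 18 lists. The Hoxa cluster list had a median log2 fold change of -6.42 (-4.31 with genes under the limit at their bounds, adjusted p 3.76e-08), and the other Hox clusters one of 3.35 over 2 genes (adjusted p 0.0916). The latter passed the threshold in 5 of the 6 fits that each left out 1 library. Medians were 5.08, 6.05 and 5.28 without AE9a-Ddit4+/+ library 1, 2 or 3 and 4.06 and 4.19 without AE9a-Ddit4-/- library 2 or 3. The low-count filter was applied anew in each fit and let in further genes of this list. These medians thus do not describe the same 2 genes. Non-Hox self-renewal factors had a median of 1.49 (adjusted p 0.00249), with 10 of 19 genes higher and 3 lower past the threshold. Kit, Cd34, Meis1, Erg and Sox4 rose by 4.06, 6.45, 5.55, 5.84 and 5.24 on the log2 scale, whereas Pbx3, Lmo2 and Bmi1 changed by -2.38, -1.62 and -0.60. Cell cycle genes were lower. The S phase list had a median of -1.001 (adjusted p 1.16e-06, 13 of 43 genes lower and 1 higher), and the G2/M phase list one of -1.01 (adjusted p 3.76e-08, 28 of 52 lower). All 3 knockout libraries lay below the wild-type mean in both lists. The mTORC1-dependent ATF4 and sterol genes had a median of -0.71 (adjusted p 0.00249, 8 of 33 lower and 2 higher). The hypoxia response list went both ways, with 11 of 30 genes higher and 3 lower and a median of 0.49 that missed the threshold (adjusted p 0.0680). Without AE9a-Ddit4+/+ library 2 its median was 0.90. Without AE9a-Ddit4+/+ library 1 (0.74) or AE9a-Ddit4-/- library 1 (0.82) the list was past the threshold. Autophagy genes showed no shift as a list (median -0.04, adjusted p 0.296, 2 of 33 higher and 3 lower), and the sign of this median changed with scaling (0.09), with the low-count filter (0.03) and without AE9a-Ddit4-/- library 2 (0.02). The median was -0.12 without AE9a-Ddit4+/+ library 2 and -0.10 without AE9a-Ddit4-/- library 3.

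Lists of lineage markers moved in both directions. Erythroid genes had a median log2 fold change of -4.39 (camera adjusted p 6.60e-08, 13 of 17 lower past the threshold), with Hbb-bs at 3461 ± 817 CPM in wild type and 129 ± 90.6 CPM in knockout, while Slc4a1, Hemgn, Tfrc and Gata1 did not pass. Neutrophil genes had a median of -1.52 (adjusted p 0.00249, 6 of 17 lower). Megakaryocyte and platelet genes rose by a median of 5.23 (adjusted p 1.69e-05, 9 of 13 higher and 1 lower), among them Itga2b, from 116 ± 28.9 to 2021 ± 279 CPM. T and NK cell genes rose by 4.94 (4.37 with bounds, adjusted p 6.60e-08), B cell genes by 4.84 (4.38 with bounds, adjusted p 2.28e-06), and stroma and endothelium genes by 3.99 (3.20 with bounds, adjusted p 1.21e-05). Mast cell and basophil genes had a median of 1.04 (adjusted p 0.0277), which was 0.63 without AE9a-Ddit4-/- library 3, and the list lost the threshold without AE9a-Ddit4-/- library 2 (median 1.22, adjusted p 0.0541). Dendritic cell genes had a median of 1.35 (adjusted p 0.0353) and lost the threshold without AE9a-Ddit4+/+ library 2 (1.19), AE9a-Ddit4+/+ library 3 (1.09) or AE9a-Ddit4-/- library 3 (1.01).

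Eosinophil genes (median 3.10, 2.17 with bounds, adjusted p 0.0590) and monocyte and macrophage genes (median 0.62, adjusted p 0.0916) did not pass. The eosinophil median was 1.89 without AE9a-Ddit4+/+ library 1, 2.01 without AE9a-Ddit4-/- library 2, 1.44 without AE9a-Ddit4-/- library 3, and 3.44 and past the threshold without AE9a-Ddit4-/- library 1. The monocyte and macrophage median was 0.18 without AE9a-Ddit4-/- library 3, and the list passed without AE9a-Ddit4+/+ library 1 (0.53) or AE9a-Ddit4-/- library 2 (1.01). Kit is a member of the self-renewal and the mast cell lists. Of the 17 erythroid and 17 neutrophil genes tested, all were above 1 CPM in wild type, against 6 of 13 megakaryocyte and platelet, 6 of 15 stroma and endothelium, 3 of 14 B cell and 2 of 19 T and NK cell genes.

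In all, 13 of the 18 lists passed with camera, 7 higher and 6 lower. Of these, 10 also passed with fry, and S phase, mTORC1-dependent and neutrophil genes did not. With a correlation estimated per list, 0 lists passed (2 at an unadjusted p below 0.05), and the smallest adjusted p was that of the Hoxa cluster (0.0653). All 13 calls thus rest on the preset correlation between genes, and 10 of them also hold with fry. Camera compares a list with the other genes, whereas fry asks whether the genes of the list change at all. Passing fry is therefore not a test of the preset correlation. The other 9 splits of the 6 libraries gave 4 to 10 lists past the threshold.

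**Figure D4:**
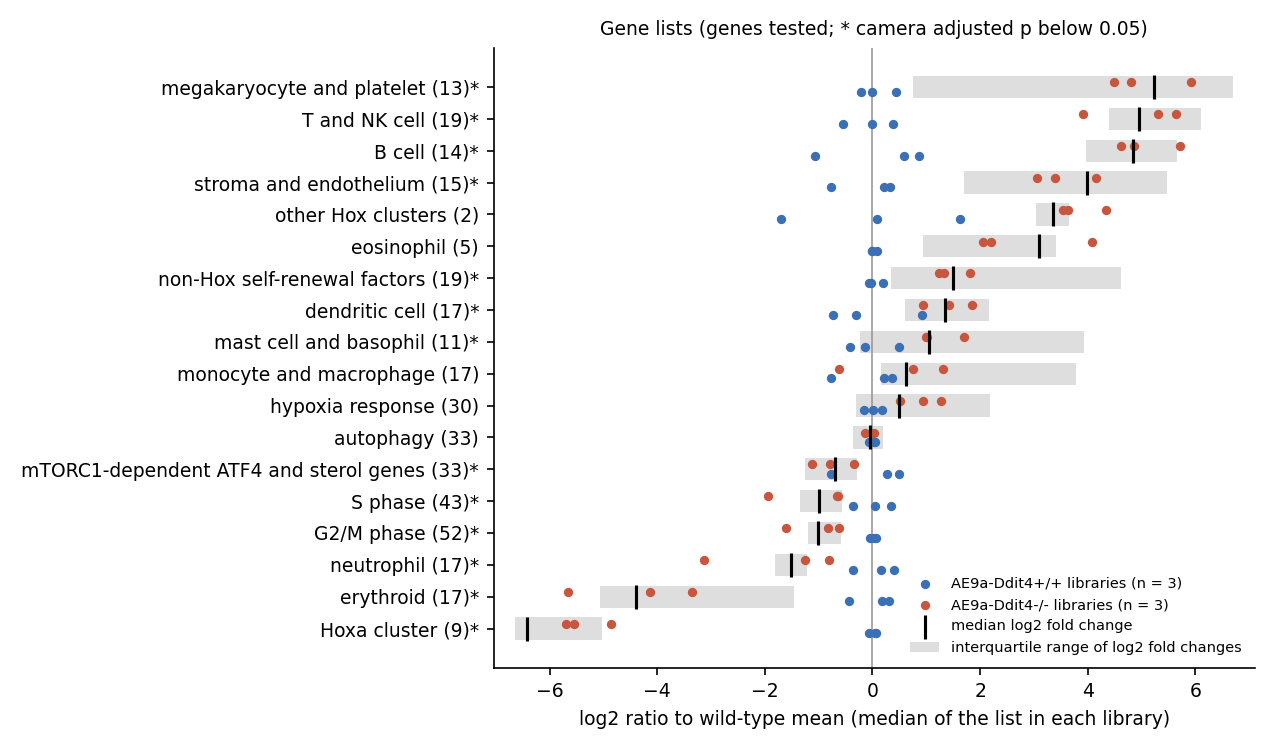
Median log2 ratio to the wild-type mean of each gene list in each of the 6 libraries (points), with the median (black line) and interquartile range (grey bar) of the log2 fold changes of its genes and the number of genes tested in parentheses. The Hoxa cluster (-6.42) and erythroid (-4.39) lists lie lowest and the megakaryocyte and platelet list (5.23) highest, and the autophagy list lies at -0.04 with a sign that changes with scaling.

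The sex of the cells differed between the groups. The Y-linked gene Ddx3y had 120, 125 and 88.2 CPM in the AE9a-Ddit4-/- libraries and at most 0.08 CPM in the AE9a-Ddit4+/+ libraries. Kdm5d, Uty and Eif2s3y followed the same split. Xist, the RNA of the inactive X chromosome, had 1032, 566 and 884 CPM in AE9a-Ddit4+/+ libraries and 63.2, 20.3 and 129 CPM in AE9a-Ddit4-/- libraries (log2 fold change -3.55, SE 0.64, edgeR adjusted p 0.00642). Genotype and sex of the cells could therefore not be separated in this comparison. X and Y held 171 of the genes past the threshold, which is 3.09% of them, against 3.03% of the genes tested.

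The AE9a transgene joins parts of Runx1 and Runx1t1. Runx1t1 rose from 11.9 ± 5.83 to 139 ± 67.9 CPM, with a log2 fold change of 3.55 (SE 0.52, edgeR adjusted p 0.00295). Runx1 had a log2 fold change of 0.53 that did not pass (SE 0.28, adjusted p 0.186). The counts per gene do not separate transgene from endogenous reads.

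Expression also differed by chromosome. Relative to all genes with an average log2 CPM above 4, the median log2 fold change was 0.40 on chromosome 1, 0.56 on chromosome 15 and 0.42 on chromosome 16. The 3 knockout libraries had shifts of 0.37 to 0.42, of 0.49 to 0.64 and of 0.41 to 0.49 on these chromosomes. Chromosome 5 had a shift of -0.27, and -0.25 to -0.33 in single knockout libraries. Of the other autosomes, chromosome 4 lay farthest out (-0.15). Of 10000 random gene sets of the same size and expression, 0 lay as far out for chromosomes 1, 5, 15 and 16 (permutation p 1e-04, the smallest that 10000 sets can give, adjusted over the chromosomes 5e-04). The adjusted p was also below 0.05 for chromosomes 4 (8e-04), 2 (0.0467) and 8 (0.0486), with shifts of -0.15, -0.08 and -0.10. Genes are not independent replicates, so these p values describe these libraries only. All 21 windows of 20 Mb on chromosomes 1, 15 and 16 had a positive shift (0.04 to 0.77), and 2 windows of chromosome 5, from 120 to 160 Mb, had the lowest of that chromosome (-0.48 and -0.46). The ratio of higher to lower genes was 6.80 on chromosomes 1, 15 and 16 (639 and 94 genes) and 1.55 on the other autosomes. On chromosome 11, AE9a-Ddit4-/- library 3 had a median of 0.11 and libraries 1 and 2 both had -0.17.

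**Figure D5:**
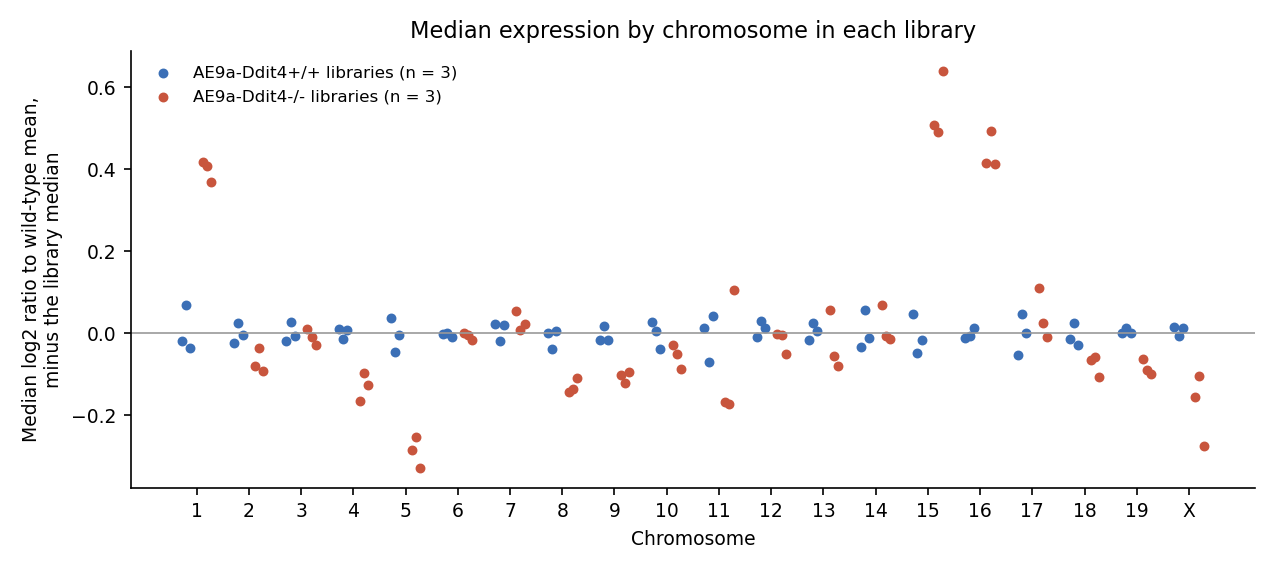
Median log2 ratio to the wild-type mean of genes with an average log2 CPM above 4 on each chromosome, less the median of all such genes, in each of the 6 libraries (points). The 3 AE9a-Ddit4-/- libraries lie at 0.37 to 0.64 on chromosomes 1, 15 and 16 and at -0.33 to -0.25 on chromosome 5, and all AE9a-Ddit4+/+ values lie between -0.07 and 0.07.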

Values the study reported

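For leukemia cells without Ddit4, the study reported 2053 genes with lower and 4883 genes with higher expression than in Ddit4-intact leukemia cells. Among those with lower expression it named Hoxa genes, Hoxa9 and Hoxa10 among them, and it ranked Hoxa6 first among the Hoxa genes by significance. By day 450 after the first transplantation, leukemia had arisen in 9 of 10 recipients of Ddit4-intact cells and in 2 of 10 recipients of cells without Ddit4.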

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

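Of 22 alternatives, 20 apply to single genes. Under these Ddit4 and the named genes chosen by rule kept their direction and their side of the threshold wherever they could be tested, and so did 9 Hoxa genes in each of the 6 fits that left out 1 library. The list tests passing numbered 13 to 16 and the genes past the threshold 3840 to 6021 over these fits. DESeq2's Wald test shared 5522 of the 5535 genes past the threshold (99.8%), limma-voom 5442, DESeq2 size factors 5413, library totals 5338, the GC and length correction 5108, TMM factors from genes with at least 100 counts 5032 and the unfiltered fit 4998, with 0 in the opposite direction. The GC and length correction, counts divided by 4, protein-coding genes only and leaving out mitochondrial genes were chosen after seeing the data. With counts divided by 4, 8 Hoxa genes passed, since Hoxa2 could no longer be tested.

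Requiring at least 10 counts in every library tests fewer genes by construction, and gave 2341 genes higher, 2064 of them at least 2-fold, and 1 Hoxa gene lower (Hoxa9), while the Hoxa list and the list of other Hox clusters gave no value. With it the hypoxia response list (median 0.51) and the monocyte and macrophage list (0.69) passed and the autophagy median reversed to 0.027, and the cause was not tested. Medians moved by over 1.5 times for T and NK cell (2.79), stroma and endothelium (2.66), mast cell and basophil (1.90) and eosinophil genes (1.01), as other genes are tested. The eosinophil median was 0.11 without a filter and 2.06 with counts divided by 4. An adjusted p below 0.01 is stricter by construction and left 2676 genes, 1964 higher (1947 at least 2-fold) and 712 lower (662 at least 2-fold).

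With the replicate number as a replicate block, 2964 genes passed, 2177 higher (2158 at least 2-fold) and 787 lower (743 at least 2-fold), 2949 of them among the 5535. Hoxa2 then missed the threshold (adjusted p 0.0558), as did Hoxb3 (0.125), which left 1 other Hox gene higher, and the eosinophil list (median 3.03) passed. Residuals of libraries with the same number correlated at -0.17, -0.19 and -0.05, so the numbers do not pair the libraries, and the block uses up degrees of freedom that the test needs.

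With fry, other Hox clusters (3.35), hypoxia response (0.49) and eosinophil (3.10) passed, while S phase (-1.001), mTORC1-dependent ATF4 and sterol genes (-0.71) and neutrophil (-1.52) did not. With a correlation estimated per list 0 lists passed (2 at an unadjusted p below 0.05). The medians are unchanged by construction, and the lists that lost the threshold were the Hoxa cluster (-6.42), non-Hox self-renewal factors (1.49), S phase (-1.001), G2/M phase (-1.01), mTORC1-dependent genes (-0.71), neutrophil (-1.52), erythroid (-4.39), megakaryocyte and platelet (5.23), mast cell and basophil (1.04), B cell (4.84), T and NK cell (4.94), dendritic cell (1.35), and stroma and endothelium (3.99).

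TMM factors from genes with at least 100 counts in every library moved the median of all genes from 0.04 to 0.17 and reversed the autophagy median to 0.093, which is below that shift. The hypoxia response list passed without a filter (0.48) and with genes of the same symbol summed (0.52), and the eosinophil list with the GC and length correction (3.15), and the cause was not tested.

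Across the 6 fits that each left out 1 library, genes lower in knockout ranged from 1089 to 2078. Medians ranged from 3.04 to 6.05 for other Hox clusters, 0.41 to 0.90 for hypoxia response, -0.12 to 0.02 for autophagy, 0.18 to 1.01 for monocyte and macrophage, 0.63 to 1.31 for mast cell and basophil, 1.44 to 3.44 for eosinophil, and 1.01 to 1.95 for dendritic cell genes. For other Hox clusters the genes tested changed between these fits, so that range does not describe a fixed set of genes. The autophagy median reversed to 0.024 without AE9a-Ddit4-/- library 2. The number of genes lower was 1168 without AE9a-Ddit4+/+ library 1, 1089 without AE9a-Ddit4+/+ library 3 and 1157 without AE9a-Ddit4-/- library 1.

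Over all alternatives, 14 values moved and 10 no longer passed among single genes, counts of other Hox genes, chromosome shifts and the median of all genes. The depth limits the Hoxa result to lower bounds for Hoxa2 to Hoxa6 and leaves the Hoxa genes with at most 8 counts in a library untested.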

Other observations

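Tests of the number of genes under other splits, genomic DNA, length and GC bias, mitochondrial reads, loss of the chromosome 6 region, donor sex and whole-chromosome changes as the cause of the genes past the threshold were set before their results were seen, and all other tests were chosen only after the result was seen.

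Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real split, which is the real split itself (5535 genes). The same holds for the Hoxa genes lower (1 of 10 splits, 9 genes) and for the lists past the threshold (1 of 10 splits, 13 lists). The other 9 splits gave 0 genes (75 to 864 at an unadjusted p below 0.05), 0 Hoxa genes (0 at an unadjusted p below 0.05) and 4 to 10 lists. With 10 splits the share cannot go under 0.1, so these counts cannot be told apart from a fortunate split on this test alone. The other splits mix genotypes within groups, which widens the spread between replicates. Between 4 and 10 lists passing in them shows how readily camera calls lists in these libraries.

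More genes were higher than lower in knockout, and the ratio was 1.80. Genomic DNA would bring reads of silent genes, yet olfactory and vomeronasal receptor genes were detected 1.05 times as often in knockout as in wild type (3.64% and 3.47%, exact permutation p 0.9), below the ratio of 1.09 for all genes. The ratio was 2.04 after a correction for GC content and gene length, which argues against both biases as the whole cause, and 1.78 with mitochondrial genes and their nuclear copies left out. The ratio stayed above 1 under each of 3 other scalings and was lowest with library totals alone (1.46), under the limit of 1.5 set for an even outcome. Among genes changed at least 2-fold the ratio was 2.44, and 2.07 at the lowest under these scalings, which argues against scaling as the whole cause of the excess there. Over all genes past the threshold the excess and the scaling cannot be told apart, since that ratio moved below the limit. Genes with smaller changes showed no such excess. Of the 3560 higher genes 3309 changed at least 2-fold, and of the 1975 lower genes 1356 did. Among the remaining genes the lower ones thus outnumbered the higher ones, and they did so under each of the 3 other scalings.

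The fall of the Hoxa genes was set against local causes. The well-expressed genes within 1 Mb had a median log2 fold change of 0.30, which argues against loss of a chromosome 6 region that reaches them. A loss confined to the Hoxa cluster would leave these genes unchanged, so they cannot exclude it. Dilution by female recipient cells would have to replace 96.5% to 98.8% of the cells, whereas Xist in the knockout libraries was at most 15.6% of the wild-type mean. Within these libraries, a change that follows loss of Ddit4, a difference in donor sex and a different cell state were not tested apart. The study has further evidence from outside these libraries. It reported higher Hoxa expression after Ddit4 was put back into knockout leukemia cells. It also reported higher HOXA expression in human leukemia cell lines with forced DDIT4, and lower Hoxa RNA in knockout cells by real-time RT-PCR.

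Ddit4 reads in the knockout libraries were at 82.8 CPM. Wild-type recipient cells are a poor source for them, since Ddit4 differed 1.11-fold between the highest and the lowest knockout library while Xist differed 6.35-fold. Transcripts from the part of the allele that was not deleted remain open and were not tested, as the table has no counts per exon. By Western blot the study found no DDIT4 protein in knockout leukemia cells, so the remaining reads are no sign of remaining protein.

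Y-linked genes were read in the knockout libraries alone. Their summed level was 232 to 345 CPM in knockout and at most 0.142 CPM in a wild-type library, and Ddit4 followed the labels, which argues against a swapped or mislabelled library. Donor sex as the cause through sex-linked genes is not borne out, since X and Y held 3.09% of the genes past the threshold and 3.03% of the genes tested. Effects of sex on autosomal genes are confounded with genotype in these 6 libraries.

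Runx1t1 was higher in knockout by 3.55 on the log2 scale. More reads of the AE9a transgene may explain this, but Runx1, the other part of the transgene, rose by 0.53 without passing the threshold (SE 0.28, adjusted p 0.186). Runx1 also has a high endogenous level (152 CPM in wild type) that would hide a small addition. It lies on chromosome 16, which had an upward median shift of 0.42, so its rise need not come from the transgene. Of the genes beside Runx1t1, Fam92a was higher (2.86, adjusted p 0.0242) and Tmem64 lower (-1.67, adjusted p 0.00148). The other genes tested beside Runx1t1 did not pass, with changes from -1.34 (Gm11843) to 0.80 (Tmem67). A larger transgene level and endogenous Runx1t1 expression cannot be told apart with counts per gene.

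Chromosomes 1, 15 and 16 were shifted upward in the 3 knockout libraries. The limit set beforehand, an autosome more than 0.3 from the median of all genes, was met by these 3 autosomes. Chromosome 5 (-0.27) passed it with the GC and length correction (-0.31), without AE9a-Ddit4+/+ library 2 (-0.32) and without AE9a-Ddit4-/- library 2 (-0.31). As the whole cause of the genes past the threshold, direct dosage of these chromosomes is excluded, since 86.8% of those genes lie elsewhere and 30.1% of the genes tested on other chromosomes pass, as against 30.1% on the 3 chromosomes. Effects that act from the 3 chromosomes on genes elsewhere stay open.

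Random sets of genes of like expression reached the shifts in 0 of 10000 draws (permutation p 1e-04, the smallest they can give), and after the GC and length correction the smallest of the 3 shifts was 0.37, so that neither chance among such genes nor these biases account for it. A candidate explanation is extra copies of these chromosomes in the knockout leukemias. It asked for a shift along the whole length, and 21 of 21 windows of 20 Mb were positive, from 0.04 (chromosome 16, 60 to 80 Mb) and 0.06 (chromosome 15, 40 to 60 Mb) to 0.77. The ratio of higher to lower genes was 6.80 there. The chromosomes were chosen by their upward shift, which fixes this ratio and in part the sign of the windows, so extra copies and other changes of expression along these chromosomes cannot be told apart. Having 3 copies in place of 2 in all cells would give 0.585. The medians of 0.40, 0.56 and 0.42 lie below this, and single windows lie on either side of it. No DNA was analysed here. Few knockout recipients developed leukemia in the first transplantation of the study, so the knockout libraries may stem from fewer leukemias than libraries. In that case the p values for single genes, the Hoxa genes among them, would not measure the spread between leukemias. Whether they share a clone, and whether a shared chromosome change has to do with Ddit4 at all, was not tested.

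Xist was read in the knockout libraries at 7.65%, 2.45% and 15.6% of the wild-type mean, although they also held Y-linked reads. Female recipient cells may be the source. Of 17 neutrophil genes, 12 followed the order of Xist over the 3 knockout libraries, where chance puts 1 gene in 6 in that order. The genes of a lineage move together and there are only 3 libraries, so recipient cells and a difference in maturation cannot be told apart.

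Lineage lists rose in knockout for megakaryocytes, B cells, T and NK cells and stroma. A lower share of leukemia cells would raise all other cell types, yet the erythroid list had a median of -4.39. This would argue against a lower share as a common cause only if the erythroid reads came from cells other than the leukemia. Their source was not settled, so the erythroid list does not decide, and a lower share stays open. Other lymphoid cells, or lymphoid and megakaryocytic genes in the leukemia cells themselves, stay open. Erythroid cells of the recipient in the wild-type libraries may account for the fall of 13 of 17 erythroid genes, whereas Tfrc and Gata1 stayed level, both also used by other cells. Slc4a1, which few other blood cells use, stayed level as well (22.03 and 19.78 CPM, log2 fold change -0.16, SE 0.73, adjusted p 0.890), and Hemgn did not pass (-0.91, adjusted p 0.215), which goes against recipient erythroid cells. A single gene with so wide an error does not decide, so erythroid cells and erythroid genes of the leukemia cannot be told apart.

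S and G2/M phase genes were lower in knockout under each of 3 other scalings, with the list median nearest to 0 at -0.87 and adjusted p up to 1.27e-06, which argues against scaling. Dilution by recipient cells is not borne out either, since knockout library 2, with the least Xist, had list medians of -0.66 or lower. A slower cell cycle is a hypothesis that these values allow. The reservation is that 0 lists passed with an estimated correlation (2 at an unadjusted p below 0.05). By flow cytometry the study found a lower share of resting (G0) cells among knockout than wild-type leukemia cells of the endosteal bone marrow. That finding points away from a slower cycle. List medians of RNA do not measure the share of cells in a phase, so the hypothesis stays undecided.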
